A study of Homo sapiens with 18 samples.

How the data were processed

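RNA was measured in Ishikawa endometrial adenocarcinoma clones with wild-type or D538G ESR1, with poly(A)-selected, stranded libraries per the labels' protocols. Groups and clone numbers were taken from the sample labels, and 18 libraries in 8 groups were analysed. The authors' first deposited table held raw read counts per gene symbol, 26364 genes in all, with no duplicated symbol. The second deposited table held a scaled signal that equalled each count divided by 1 size factor per library, with a largest relative difference of 5.1e-15. Those size factors equalled the median of ratios to the geometric mean over the 15302 genes with a count in every library. The deposited scaled signal was used only for this check. The aligner, the counter, its strand setting, the genome build and the annotation were not stated in the labels or the file headers. Counts of genes that overlap, lie antisense to each other or share sequence with a near copy are therefore uncertain.

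Library totals were 12322288 to 39284596 counts. Reads carried no stated molecular identifiers, so limits given for 0 counts cover counting error only, and use 3 counts as the floor. A fold against a group whose libraries all had 3 counts or fewer was computed against that floor and is a lower bound.

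Counts were tested with edgeR 4.0.16 in R 4.3.3, using TMM factors, filterByExpr and the quasi-likelihood F-test, with Benjamini-Hochberg adjustment and a threshold of 0.05. Every adjusted p printed for a gene is from this test unless another tool is named. Comparisons within WT or within D538G, and the interaction, were contrasts in 1 fit of all 18 libraries with 8 groups. Comparisons between genotypes used only the libraries compared. D538G against prolonged E2 used the sum of each WT clone's counts over 4 days, so that n stayed at 2 clones. The trend was the slope per day in the 8 prolonged libraries. CPM values are counts scaled to a TMM-adjusted library total of 1e6, and the SD is over clones. Fold changes are log2 with standard errors from the same fit.

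The replicate number names a clone in the labels, so libraries with the same number within a genotype are paired as the same clone. Their deviations from the group means correlated at 0.337 to 0.825 over 33 pairs, of which 18 do not repeat another, since the clones of a WT group are mirror images about its mean. Fits with the clone as a block are given beside results they changed.

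The genes named were chosen by a rule written before the data were examined. ESR1, PGR, GREB1 and TFF1 are always given. For each comparison the 2 largest and 2 smallest log2 fold changes were added among genes past the threshold, with a mean of at least 5 CPM and with every library of one group above every library of the other. For single days, the interaction and the trend, 1 of each was taken. Other names are said to be chosen after their values were seen, or complete a list of called genes.

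Gene lists of 20 oestrogen-responsive and 20 proliferation genes were fixed before the data were examined and tested with camera (limma 3.58.1, preset correlation), with fry as the alternative. Comparisons that share the WT DMSO libraries were set beside 50 simulations of unchanged groups against the same libraries. Gene GC content and transcript length came from GENCODE and matched 24526 of the genes by symbol. Of the symbols, 23623 were found in a RefSeq gene table (assembly GRCh38.p14) and 1571 more as older symbols. Chromosomes are from that table, and no coordinates are given because the build of the counts was not stated.

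The alternatives fixed before the data were examined were DESeq2 size factors (RLE) in edgeR, no filter on low counts, DESeq2 1.42.0, other sets of libraries in the fit, the clone as a block, limma-voom with clone as a random effect, leaving out each replicate or day in turn, separate DMSO libraries or an added 2-fold threshold for the shares, and fry. Some alternatives were chosen after seeing the data. These were offsets that removed each library's smooth trend in GC content and length (splines with 5 degrees of freedom), alone or with the block or all libraries, the blocked gene set for the shares, the block for lists and named genes, the interaction without each D538G clone, and a library batch term that set D538G clones 1 and 2 against the other libraries. In the fits of 5 libraries this term takes up both clones, so the contrast of genotypes rests on D538G clone 3 alone and is not used as a test of the mutation. RLE and TMM factors moved the median of all genes by at most 0.03 on the log2 scale in every comparison.

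Some of the fits were tested on simulated counts with the real means and library sizes, with 200 genes changed by 2 on the log2 scale. Those not tested this way included the list tests, prolonged against 8 h E2 and, without a block, E2 in D538G and the interaction. The edgeR fits that were tested recovered 84.5% to 100% of the changed genes. For 8 h of E2 in WT, 174 of 200 were recovered among 15581 genes tested, with 9 others called. In a second simulation, with differences between clones, the fit without a block recovered 176 of 200 among 15676, with 0 others, and the block recovered 200, with 16 others. For D538G against WT, 169 of 200 were recovered among 15071, with 13 others. Without changed genes the tests called 0, 0 and 1 genes. DESeq2 recovered 191, with 51 others.

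Apart from that term, nothing was tested on single clones or on groups reduced to 1 library, for which only values are given. The edited base, splicing and read-level quality were not analysed here.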

Results

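RNA was sequenced from Ishikawa cells, a human endometrial adenocarcinoma line, in which clones carried either wild-type ESR1 (WT) or the D538G form of ESR1, the gene for oestrogen receptor alpha. The 18 libraries came from 5 clones, 2 WT and 3 D538G, and fell into 8 groups. Each clone was grown in hormone-deprived medium and treated for 8 h with the vehicle DMSO or with 10 nM 17β-oestradiol (E2). Both WT clones were also kept on 10 nM E2 and collected at day 10, 15, 20 and 25, giving 8 libraries of prolonged E2. Every WT group therefore had n = 2 clones and every D538G group n = 3. The study asked how the D538G mutation changed gene expression, and the prolonged series allowed the mutant to be set beside long hormone exposure. DMSO libraries were the background for each E2 comparison, but none of the DMSO libraries used here was kept for 10 to 25 days.

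The deposited table held raw read counts for 26364 genes. Library totals ran from 12322288 counts (D538G clone 2 in DMSO) to 39284596 (D538G clone 1 in DMSO), a ratio of 3.19. The most abundant gene took between 0.714% and 2.95% of a library's counts. A total of 15876 genes passed the expression filter over all libraries. Replicate libraries differed by far more than sampling noise, with a chi-square per degree of freedom of at least 21.7 over genes, and their log2 CPM (counts scaled to 1e6 per library) correlated across genes at 0.9497 to 0.9827. Libraries of the same clone deviated from their group means in the same direction, with correlations across genes of 0.337 to 0.825 over the 33 same-clone pairs. Because the 2 clones of a WT group deviate from its mean as mirror images, 18 of these values are distinct.

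The first principal component of log2 CPM held 26.7% of the variance and the second 17.6%. All D538G libraries lay at 39.5 or more on the first component, and the prolonged E2 libraries at -17.2 or less. On the second component the 4 WT libraries of DMSO and 8 h E2 lay between 37.3 and 45.5, beside D538G clone 3 at 35.6 in DMSO and 33.3 after E2. D538G clones 1 and 2 lay between -47.8 and -27.9.

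**Figure D1:**
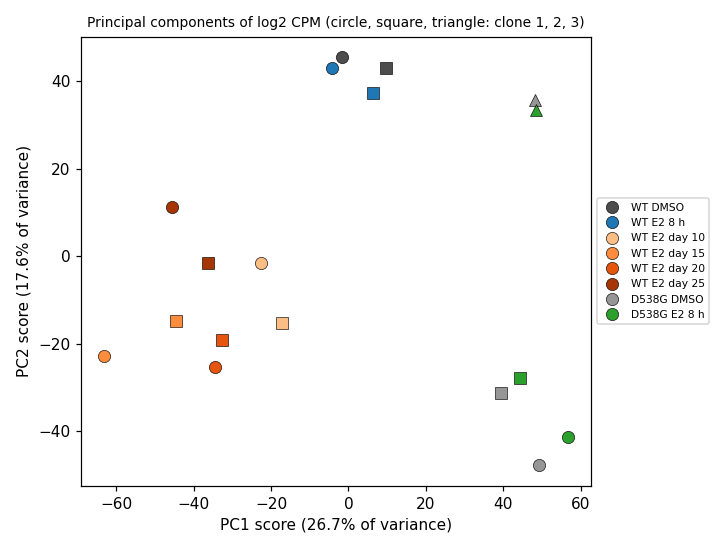
Scores of the 18 libraries on the first (x) and second (y) principal components of log2 CPM, one point per library, coloured by group and shaped by clone. D538G clone 3 sits with the WT libraries of DMSO and 8 h E2 on the second component, at 35.6 and 33.3.

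The same separation appeared in technical measures of the libraries. The Spearman correlation, across genes, between a library's deviation from the mean log2 CPM and gene GC content was 0.42 to 0.5 in the WT libraries of DMSO and 8 h E2, and 0.557 and 0.42 in D538G clone 3. It was -0.15 to 0.00777 in D538G clones 1 and 2, and -0.503 to 0.0172 in the prolonged E2 libraries. RNA45S5, the 45S pre-ribosomal RNA, is a multicopy gene whose reads cannot be assigned to one copy. It had 11600 to 21900 CPM in the WT libraries of DMSO and 8 h E2, and 7580 and 26300 CPM in D538G clone 3. It had 629 to 1250 CPM in D538G clones 1 and 2, and 1320 to 7960 CPM in prolonged E2. The labels gave no library batch. The libraries that differed in these measures were treated as a possible batch, and for D538G against WT in DMSO the direction is therefore given also in clone 3 alone. No test of genotype within either side of the split was possible, since one side held 1 D538G clone and the other no WT library of DMSO or 8 h E2. Every prolonged library lay outside the range of the WT libraries of DMSO and 8 h E2 in both measures, so no term for a library batch could be fitted beside prolonged E2.

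**Figure D2:**
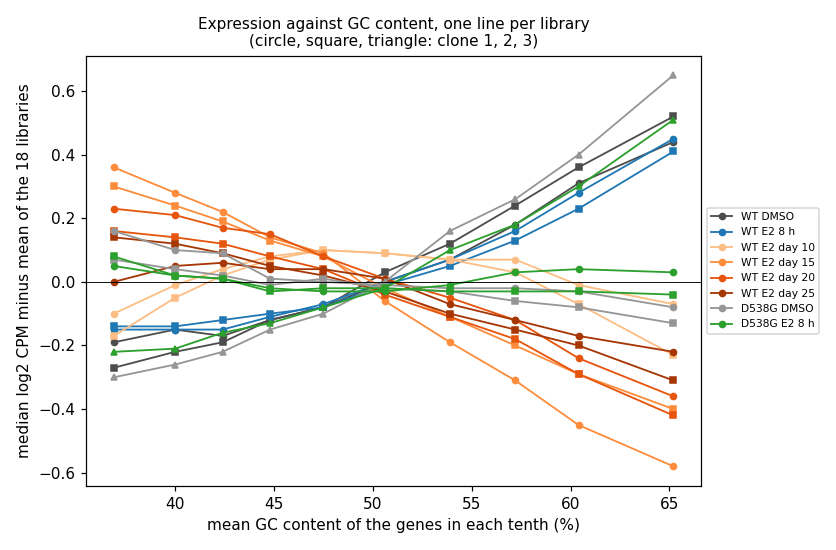
Median deviation of each library's log2 CPM from the mean of the 18 libraries (y, log2) against the mean GC content of genes sorted into bins by GC content (x, percent), one line per library, coloured by group and marked by clone. Lines rise with GC content in WT under DMSO or 8 h E2 and in D538G clone 3, and fall in the libraries of day 15, 20 and 25.

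ESR1 itself, on chromosome 6, was expressed in every library, at 190 ± 49.9 CPM (SD, n = 2) in WT under DMSO and 144 ± 6.65 CPM (n = 3) in D538G under DMSO. The gene counts do not show the edited base. ESR1 did not differ between D538G and WT in DMSO (log2 fold change -0.39, SE 0.2, edgeR adjusted p = 0.492). After 8 h of E2 the log2 fold change between genotypes was -0.05 (SE 0.19, edgeR adjusted p = 0.945), and its sign changed to 0.27 without WT clone 1.

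The first comparison asked which genes E2 changed within 8 h in WT cells. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7 genes passed an adjusted p of 0.05, 6 higher and 1 lower, and 908 had an unadjusted p below 0.05. The alternative that moved this count most was the clone as a block together with GC and length offsets, with 658 genes. The block alone gave 527 genes, 302 higher and 225 lower. The 7 genes were DHRS3, MMP17, CBFA2T3, GDPD5, NRIP1 and SLC22A5, which rose, and ADGRF1, which fell. DHRS3 on chromosome 1 rose from 0.373 ± 0.0393 CPM to 38.2 ± 1.82 CPM (n = 2 each; log2 fold change 6.64, SE 0.93, edgeR adjusted p = 0.0229). MMP17 on chromosome 12 rose from 1.34 ± 0.226 to 46.6 ± 11.9 CPM (log2 fold change 5.1, SE 0.73, edgeR adjusted p = 0.0229). ADGRF1 on chromosome 6 fell from 89.3 ± 1.78 to 35.7 ± 2.27 CPM (log2 fold change -1.32, SE 0.17, edgeR adjusted p = 0.0204). With the clone as a block the naming rule gave ALPI (log2 fold change 6.53) in place of MMP17. It gave SCN1A (-2.09) and BMF (-2.01) in place of ADGRF1.

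PGR, the progesterone receptor gene on chromosome 11, had 0.87 ± 0.0958 CPM in WT under DMSO and 20.3 ± 6.6 CPM after 8 h of E2. Its log2 fold change of 4.54 (SE 0.84) did not pass in the filtered fit of all 18 libraries without a block (edgeR adjusted p = 0.0897). PGR passed with the clone as a block (4.49, SE 0.37, edgeR adjusted p = 5.69e-05). Without a block it also passed with no filter on low counts (4.56, edgeR adjusted p = 0.0213). The same held in the fit of only the libraries compared (4.54, edgeR adjusted p = 0.0439). GREB1 on chromosome 2 rose from 12.3 ± 3.53 to 42.8 ± 0.495 CPM, a log2 fold change of 1.81 (SE 0.52), with an edgeR adjusted p of 0.51 without a block and 0.000907 with it. ESR1 changed by -0.62 (SE 0.38, edgeR adjusted p = 0.883). TFF1 had 0 counts in all 18 libraries, which allows at most 0.0775 to 0.235 CPM depending on the library. This limit covers counting error only.

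**Figure D3:**
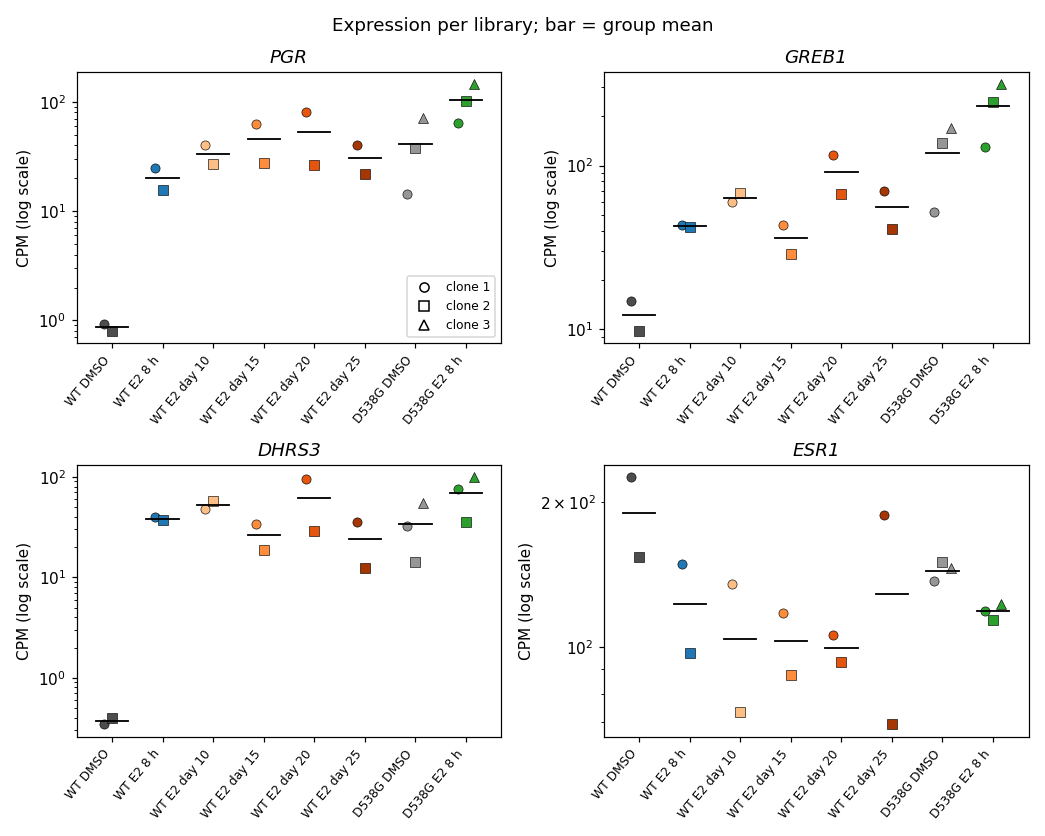
CPM on a log axis of PGR, GREB1, DHRS3 and ESR1 in the 8 groups, one point per library shaped by clone, with a bar at the group mean. PGR averaged 0.87 CPM in WT under DMSO, 20.3 CPM after 8 h of E2 and 41.4 CPM in D538G under DMSO.

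In D538G cells no gene passed in edgeR for 8 h of E2 against DMSO, 0 of 15876 tested, and 159 had an unadjusted p below 0.05. DESeq2 without a block called 1 gene, ADGRF1 (log2 fold change -0.73, DESeq2 adjusted p = 0.00826). With the clone as a block 9 genes passed in edgeR. CKB, PGR, SDK2 and SLC47A1 were higher and ADGRF1, IGFBP3, KRT5, LEFTY1 and TGFB2 lower. Of these 9 genes, 8 were also among the 527 called in WT with the block, in the same direction. PGR rose from 41.4 ± 28.9 CPM (n = 3) to 103 ± 40.8 CPM (n = 3), with a log2 fold change of 1.52 (SE 0.21) in the blocked fit (edgeR adjusted p = 0.0208). Without the block the value was 1.32 (edgeR adjusted p = 1). GREB1 changed by 0.94 (SE 0.41, edgeR adjusted p = 1) without the block and 1.01 (SE 0.17, edgeR adjusted p = 0.0573) with it, and ESR1 by -0.28 (SE 0.31, edgeR adjusted p = 1) without it.

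Whether the response differed between genotypes was tested directly as an interaction. In edgeR it gave 0 genes without a block, with 197 at an unadjusted p below 0.05, while DESeq2 without a block gave 7. With the block edgeR gave 17 genes, all with a smaller log2 fold change in D538G. Leaving out D538G clone 3 gave 1 gene without a block, MMP17, named after its values were seen. With the block, the difference was -5.52 (SE 0.68) for DHRS3 (edgeR adjusted p = 0.00434) and -2.97 (SE 0.43) for PGR (edgeR adjusted p = 0.016). Without it the difference was -3.22 for PGR, -0.87 for GREB1 and 0.34 for ESR1, each with an edgeR adjusted p of 1. The 17 genes had a median log2 fold change of 3.26 in WT and 0.77 in D538G, and 16 were above 0 in D538G. They had been called on the difference of these values.

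The next comparison asked what the mutation changed without hormone. Between D538G (n = 3) and WT (n = 2) in DMSO, 16 genes passed, 12 higher and 4 lower in D538G, and 1816 had an unadjusted p below 0.05. The count ranged from 1, ARMCX6, without D538G clone 2 to 1151 without D538G clone 3. DESeq2 called 523 genes, 307 higher and 216 lower, and a single edgeR fit of all 18 libraries called 295, 162 higher and 133 lower, including the same 16. Limma-voom with clone as a random effect called 296, of which 114 were higher and 182 lower, so the balance of directions depended on the method. In D538G clone 3 alone, whose libraries resembled those of WT in GC trend, 16 of the 16 genes and 295 of the 295 genes differed from the WT mean in the called direction. The same held in D538G clones 1 and 2. The genes were called on these same libraries.

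Among the 16, NCKAP5 on chromosome 2 had 0 counts in both WT libraries under DMSO and 9.68 ± 3.36 CPM in D538G, at least 65.4-fold higher. PIPOX on chromosome 17 had 1 count in each WT library and 17.4 ± 11.8 CPM in D538G, at least 118-fold higher. PLXDC2 on chromosome 10 was lower in D538G, at 0.437 ± 0.239 CPM against 35.2 ± 13.5 CPM (log2 fold change -6.42, SE 0.49, edgeR adjusted p = 0.0264). ITGB3 on chromosome 17 was also lower, at 20.5 ± 5.51 against 117 ± 28.7 CPM (log2 fold change -2.5, SE 0.27, edgeR adjusted p = 0.0487). PGR and GREB1 were higher in D538G by 5.58 (SE 0.81) and 3.3 (SE 0.56) on the log2 scale but did not pass (edgeR adjusted p = 0.0976 and 0.129). Without D538G clone 1 both passed, with 5.98 (edgeR adjusted p = 0.0426) and 3.65 (edgeR adjusted p = 0.0433). Clone 1 had the lowest level of both among the D538G clones under DMSO, 14.3 CPM for PGR and 52 CPM for GREB1. Without D538G clone 2 neither passed. In each of the genotype comparisons the clones were isolated separately, so a clone's own difference and the mutation were separated only by the 5 clones.

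After 8 h of E2, 5 genes differed between genotypes, 3 higher and 2 lower in D538G, with 1647 at an unadjusted p below 0.05. All 5 had also been called in DMSO, in the same direction. They were ARMCX6, COL9A3, IL1R1 and PLXDC2, and GLIS3, which was named after its values were seen. The count rose to 142 without D538G clone 3 and was 1, ARMCX6, without clone 1 or clone 2. ARMCX6 on chromosome X had 49.9 ± 6.3 CPM (n = 3) in D538G and 2 counts in each WT library, at least 328-fold higher. COL9A3 on chromosome 20 had 190 ± 18.8 against 20.4 ± 5.7 CPM (log2 fold change 3.22, SE 0.23, edgeR adjusted p = 0.0257). IL1R1 on chromosome 2 had 12.1 ± 0.433 against 62.6 ± 14 CPM (log2 fold change -2.37, SE 0.19, edgeR adjusted p = 0.0381). PGR was higher by 2.36 (SE 0.41, edgeR adjusted p = 0.173) and GREB1 by 2.43 (SE 0.39, edgeR adjusted p = 0.161), which did not pass.

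Prolonged E2 was compared with 8 h DMSO in WT to ask what the collection days shared. The mean of the 4 days differed from DMSO in 3858 genes, 1757 higher and 2101 lower, and in 8255 genes with the clone as a block. This contrast was correlated with gene GC content across genes (Spearman's rho -0.575, genes not being independent replicates). Offsets that removed each library's GC and length trend reduced rho to -0.0512 and the count to 1224 genes, 756 higher and 468 lower, of which 948 were among the 3858. They moved the share of called genes that were higher from 45.5% to 61.8%. With the block and the offsets in one fit, 4968 genes passed.

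Single days against DMSO gave 787 genes at day 10, 4436 at day 15, 2404 at day 20 and 1162 at day 25. With the block these counts were 5454, 8409, 7250 and 5750. A total of 212 genes were called on all 4 days without a block and 5117 on any day. With GC and length offsets the counts were 937, 1310, 571 and 146, and the share of called genes that were higher moved from 62.8% to 78%, 50.4% to 65.3%, 55.8% to 78.1% and 37.3% to 76%, in day order. At day 20, the fit of only the libraries compared called 2 genes, IQSEC3 and MMP17.

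By the naming rule, DHRS3 and IQSEC3 rose most in the mean of the 4 days and COL3A1 and MXRA5 fell most. DHRS3 rose by 6.62 on the log2 scale (SE 0.89, edgeR adjusted p = 0.000964), with 24.1 ± 16.5 to 61.4 ± 46.2 CPM at the single days. IQSEC3 on chromosome 12 rose by 6.34 (SE 1.64, edgeR adjusted p = 0.0152). It had 0.216 ± 0.0258 CPM in DMSO and from 6.73 ± 1.62 CPM (day 15) to 41.2 ± 7.09 CPM (day 20) at the single days. COL3A1 on chromosome 2 fell by 2.65 on the log2 scale (SE 0.74, edgeR adjusted p = 0.021) and MXRA5 on chromosome X fell by 2.64 (SE 0.63, edgeR adjusted p = 0.0101). In DMSO these genes had 26.8 ± 14.9 and 18.3 ± 10.5 CPM. PGR was higher by 5.52 (SE 0.82, edgeR adjusted p = 0.00122) and GREB1 by 2.26 (SE 0.47, edgeR adjusted p = 0.00573). ESR1 was lower by a log2 fold change of -0.81 (SE 0.28), short of the threshold without a block (edgeR adjusted p = 0.0535) and past it with the block (edgeR adjusted p = 0.000864). At day 10, 15, 20 and 25 the log2 fold changes were 5.28, 5.71, 5.94 and 5.15 for PGR, 2.38, 1.56, 2.91 and 2.18 for GREB1 and -0.86, -0.89, -0.93 and -0.56 for ESR1. PGR and GREB1 passed at each day (edgeR adjusted p at most 0.0389) and ESR1 at none without a block (edgeR adjusted p at least 0.101) and at each with it (edgeR adjusted p at most 0.028). The largest falls at single days by the naming rule were BMF at day 10 (log2 fold change -3.26), MT2A at day 15 (-3.98), ACKR2 at day 20 (-2.92) and UNC13D at day 25 (-3.1). With the clone as a block the rule gave COL3A1 in place of BMF at day 10 (-3.52) and of ACKR2 at day 20 (-3.4). MT2A belongs to the metallothionein family, whose members can share reads, so its value is uncertain.

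To ask what long exposure added to the early response, prolonged E2 was compared with 8 h of E2. This gave 1986 genes, 696 higher and 1290 lower. The block gave 6669 genes, and GC and length offsets gave 388, 240 higher and 148 lower. SLC5A1 on chromosome 22 was higher by 3.86 (SE 0.42, edgeR adjusted p = 0.00196) and GNA14 on chromosome 9 by 3.73 (SE 1.01, edgeR adjusted p = 0.0307). SLC5A1 had 2.25 ± 0.444 CPM in DMSO, 0.483 ± 0.033 after 8 h of E2 and 4.82 ± 0.355 (day 10) to 9.64 ± 3.59 (day 25). A part of its difference was therefore a lower level at 8 h than in DMSO. GNA14 had 0.661 ± 0.321 CPM in DMSO and 0.598 ± 0.13 at 8 h. ZNF460 and COL3A1 were lower, with log2 fold changes of -2.5 and -2.47. ZNF460 also differed along the library split within D538G, where no library was prolonged. It had 30.2 and 57.3 CPM in clone 3 and 5.53 to 12.2 CPM in clones 1 and 2. Its fall therefore cannot be told apart from a difference between libraries. COL3A1 did not follow that split, with 15.2 CPM in clone 2 and 12 CPM in clone 3 under DMSO. With the block the rule gave HIST1H1E (-2.69) in place of COL3A1. HIST1H1E is a histone gene whose reads can be shared with its family. After 8 h of E2 it had 25.9 CPM in D538G clone 3 and 0.532 and 0.924 CPM in clones 1 and 2. Its level thus also differed along the library split, and its fall cannot be told apart from a difference between libraries. PGR was 0.98 higher (SE 0.57, edgeR adjusted p = 0.262), and passed only with the block (0.92, SE 0.22, edgeR adjusted p = 0.00516). GREB1 and ESR1 differed by 0.45 (SE 0.41, edgeR adjusted p = 0.48) and -0.18 (SE 0.3, edgeR adjusted p = 0.709). No gene had a slope over day 10 to 25 past the threshold, 0 of 15171 tested, with 1724 at an unadjusted p below 0.05. The block also gave 0 genes, with 2056 at an unadjusted p below 0.05, and DESeq2 gave 24. The slope per day was 0 for PGR, 0.02 for GREB1 and 0.02 for ESR1 (edgeR adjusted p = 0.997, 0.877 and 0.806).

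D538G in DMSO was then set against prolonged E2 in WT, with each WT clone's counts summed over its 4 days. In this comparison 6 genes passed, 4 higher and 2 lower in D538G, and 2405 had an unadjusted p below 0.05. The count was 0 without D538G clone 2, with 1985 at an unadjusted p below 0.05, and 12 without D538G clone 3, and 3137 in one fit of all 18 libraries. ARMCX6 was higher by 8.39 (SE 0.38, edgeR adjusted p = 0.00198) and COL9A3 by 4.11 (SE 0.28, edgeR adjusted p = 0.0126). PLXDC2 was lower by a log2 fold change of -7.95 (SE 0.46, edgeR adjusted p = 0.00593) and CTGF on chromosome 6 by -3.87 (SE 0.18, edgeR adjusted p = 0.00198). CTGF had 8.4 ± 0.833 CPM in D538G and 16.3 ± 6.24 CPM in WT under DMSO. In prolonged E2 it had 74.6 ± 3.34 (day 20) to 214 ± 7.95 CPM (day 15), so most of its difference was a higher level there. The other 5 of the 6 genes had been called in D538G against WT in DMSO, in the same direction. PGR did not differ (log2 fold change 0.09, SE 0.65, edgeR adjusted p = 0.963), and its sign changed when a WT or a D538G clone was left out, to -0.36 without WT clone 2 and -0.6 without D538G clone 3. GREB1 and ESR1 differed by 1.04 (SE 0.48, edgeR adjusted p = 0.367) and 0.45 (SE 0.25, edgeR adjusted p = 0.43).

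Directions were then compared between contrasts that share the WT DMSO libraries, beside 50 simulations in which the second contrast held no effect. All 7 genes called for 8 h of E2 in WT, 100%, had the same direction in D538G against WT in DMSO (simulated mean 68.3% ± 12.7, highest 87.5%). This share was the same when the fold changes of the contrasts used separate DMSO libraries. Here and below, the genes in that setting were still those called with both DMSO libraries. Their choice therefore still shared these libraries, so the setting does not remove the effect of sharing. The setting that moved the share most was the blocked gene set. Of 522 genes called with the block and tested in both, 403 or 77.2% had the same direction (simulated 62.2% ± 2.02, highest 66.8%). Of the 16 genes called for D538G against WT in DMSO, 13 or 81.2% had the same direction at 8 h of E2 in WT (simulated 59.1% ± 8.49, highest 76.2%), and 12, or 75%, with separate DMSO libraries. In prolonged E2, 12 of the 16, or 75%, had the same direction, which 4 of the 50 simulations reached (62.4% ± 8.35), and 68.8% or 81.2% with separate DMSO libraries. The simulated sets held a median of 36.5 genes against these 16, and of 14 against the 7 above, so their spread is narrower than that of sets as small as the real ones. The E2 8 h genes called with the block kept their direction in prolonged E2 in 85.2% of 527 genes (simulated 60% ± 2.47, highest 65.7%).

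Gene lists fixed before the data were examined were tested with limma's camera, with adjustment over 26 tests. Of the 20 oestrogen genes, 15 were tested, and none of these had a group at or under 3 counts. Their median log2 fold change at 8 h of E2 in WT was 0.65, with 15 of 15 genes higher (camera adjusted p = 4.9e-12). Leaving out a WT clone moved it most, to 0.97 without WT clone 2. In this contrast 1 gene passed over all genes tested and 7 when adjusted over the list alone. In D538G the median was 0.16, with 11 genes higher and 4 lower (camera adjusted p = 1.02e-07), and 0 genes passed either way without a block. This median was 0.27 without D538G clone 2. The difference between the responses had a median of -0.57, with 14 of 15 genes lower in D538G (camera adjusted p = 1.64e-08), 0 genes passing over all genes and 3 adjusted over the list alone. With the clone as a block, 7 genes passed over all genes and 11 over the list alone in WT. These counts were 1 and 4 in D538G, and 1 and 7 for the difference. In D538G against WT under DMSO the median was 1.06, with 11 genes higher and 4 lower (camera adjusted p = 3.66e-06), and 1 gene passed over all genes and 8 adjusted over the list alone. For D538G clones 1, 2 and 3 taken singly it was 0.72, 1.32 and 1.01. After E2 the genotypes differed by a median of 0.38 (camera adjusted p = 0.0914), with 0 genes passing over all genes and 7 adjusted over the list alone. This median was 0.62 without WT clone 2, 0.66 without D538G clone 1 and 0.04 without D538G clone 3.

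**Figure D4:**
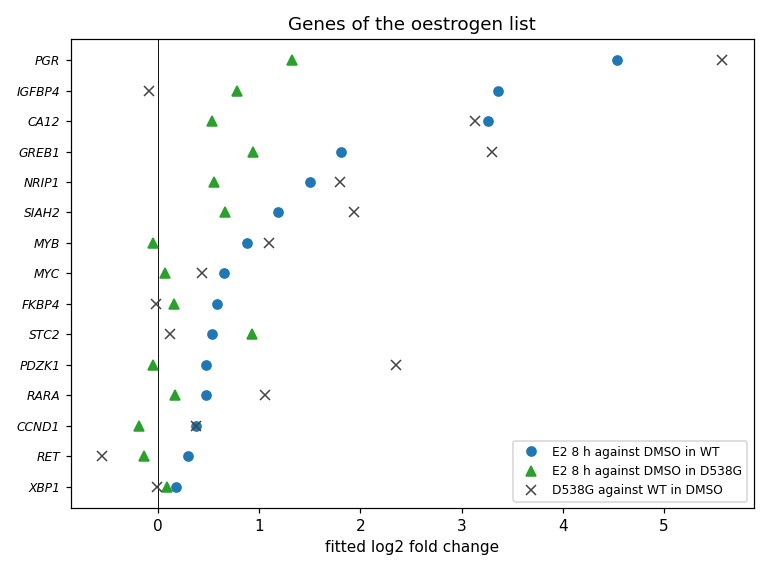
Fitted log2 fold change (x) of the 15 tested genes of the oestrogen list (y), for 8 h of E2 in WT (circles), 8 h of E2 in D538G (triangles) and D538G against WT in DMSO (crosses). The medians are 0.65, 0.16 and 1.06, and 14 of the 15 genes have a smaller value in D538G than in WT after E2.

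In prolonged E2 the oestrogen list had a median of 0.67 (camera adjusted p = 0.0063), with 6 genes passing over all genes and 7 adjusted over the list alone. With the block 11 genes passed either way. The medians were 0.71, 0.8, 0.48 and 0.74 at day 10, 15, 20 and 25 (camera adjusted p = 0.0019, 0.0426, 0.0239 and 0.0019). The value at day 15 was 0.48 without WT clone 1 and that at day 25 was 1.2 without WT clone 2. Prolonged E2 against 8 h of E2 gave -0.21 (camera adjusted p = 0.159), with 2 genes passing either way, and -0.05 without WT clone 1. With the block 6 genes passed over all genes and 7 over the list alone. D538G in DMSO against prolonged E2 gave 0.33 (camera adjusted p = 0.271), with 0 genes passing over all genes and 4 adjusted over the list alone. This median was 0.51 without D538G clone 1 and 0.21 without D538G clone 2.

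All 20 proliferation genes were tested. Their median was 0.39 at day 10 (camera adjusted p = 0.00492), 0.4 at day 20 (camera adjusted p = 0.0426) and 0.3 in prolonged E2 against 8 h of E2 (camera adjusted p = 0.0388). With GC and length offsets these medians were 0.36, 0.27 and 0.18 (camera adjusted p = 0.00959, 0.0143 and 0.0403). Over day 10 to 25 the slope was -0.02 per day, with 18 of 20 genes falling (camera adjusted p = 0.0019). The list did not pass in the other 9 comparisons, including 8 h of E2 in WT (median -0.09, camera adjusted p = 0.51) and D538G against WT in DMSO (median 0.17, camera adjusted p = 0.557). Under the rotation test fry, the oestrogen list held at 8 h of E2 in WT, in D538G against WT under DMSO, in prolonged E2 and at day 10 and 25. It did not hold for E2 in D538G (fry adjusted p = 0.175), the difference of the responses (fry adjusted p = 0.0712), day 15 or day 20, and none of the proliferation calls held. With the clone as a block, the fry adjusted p was 0.0236 for E2 in D538G, 0.00786 for the difference of the responses, 0.00115 at day 15 and 0.00172 at day 20. For the proliferation list it was 0.00866 at day 10, 0.0163 at day 20 and 0.0269 in prolonged E2 against 8 h of E2, while the slope still did not hold (fry adjusted p = 0.169).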

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

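The test of GC content for the first pattern and every test of prolonged E2 against 8 h of E2 were chosen only after the results had been seen.

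The response to 8 h of E2 differed between genotypes in a direct test of the difference. The oestrogen list had a median difference of -0.57 (camera adjusted p = 1.64e-08, 14 of 15 genes lower in D538G), and with the clone as a block 17 genes had a different response, all smaller in D538G. The rotation test fry gave the list an adjusted p of 0.0712 without the block, 0.00786 with it and 0.0366 with GC and length offsets. A lower depth of D538G clone 2 is argued against as the cause, since without it the list's median response in D538G was 0.27, against 0.97 and 0.7 in the WT clones. A GC or length trend between libraries is argued against as well, since the difference was still -0.57 after that trend had been removed. The libraries of D538G clone 3 resembled those of WT in GC trend, and its list response was 0.26, beside 0.29 and 0.17 in clones 1 and 2.

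A higher level before E2 in D538G is a candidate explanation. Of the 302 genes called higher at 8 h in WT with the block, 297 were tested in D538G against WT under DMSO and had a median log2 fold change of 0.61 there. Simulations with unchanged D538G libraries and the same WT DMSO libraries gave 0.13 ± 0.02, at most 0.17. In D538G clones 1, 2 and 3 this level was 0.29, 0.52 and 0.97, and the E2 response of the same genes was 0.33, 0.33 and 0.21, against 1.06 in each WT clone, on whose response the genes had been called. A relation over 3 clones was not tested. The mutation and differences between separately isolated clones both stay open as sources of the higher level.

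The count of genes called in D538G for 8 h of E2 was 0 in edgeR without a block, so 10 of the 10 splits of the 6 libraries gave as many. The highest, 449 genes, came from a split that put both libraries of clone 1 on one side and both of clone 3 on the other. With the block, 1 of the 4 splits that part the libraries of each clone gave as many as the real 9 genes. The others gave 0, with 160 to 315 genes at an unadjusted p below 0.05 against 906 in the real split. With 4 splits no share under 0.05 can be reached.

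The change against DMSO differed between prolonged and 8 h E2 in WT in 1986 genes. GC or length bias between libraries may account for a part of them. Across genes the contrast correlated with GC content at -0.586 without a block and at -0.0304 with the offsets. Without a block 278 of the 1986 genes, 14%, were still called with the offsets. In the blocked fit, 41.2% of the 6669 calls remained when the offsets were added, a fit chosen after seeing the data. The fitted trend is argued against as the cause only for the 388 genes that passed without a block after its removal, which include those 278. A bias beyond that trend, or an overcorrection by it, was not tested. Time in culture or a library batch cannot be told apart from prolonged E2 for the 1986 genes, since the WT libraries of day 10 to 25 and those of 8 h were apart in GC trend and in RNA45S5 and no DMSO library of day 10 to 25 was analysed here. An effect of long exposure to E2 stays open.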

How the results depend on the processing

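Every count of genes called moved by more than 1.5 times under at least 1 alternative. Causes were not tested unless stated. Counts here are genes with an adjusted p below 0.05.

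RLE size factors kept every count within 1.5 times, as did the shares of same direction under every setting within their binomial intervals (85.7% to 100% for E2 8 h genes outside the blocked set, 62.5% to 87.5% for D538G genes in prolonged E2 and 75% to 84.6% in 8 h E2).

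Without a filter on low counts the counts were 18 for 8 h of E2 in WT (7 with the filter), 504 at day 10 (787), 721 at day 25 (1162), 115 for D538G against WT in DMSO (16), 15 after E2 (5) and 27 for D538G against prolonged E2 (6).

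DESeq2 gave 96 genes for 8 h of E2 in WT, 1 in D538G (ADGRF1), 7 for the interaction, 2066 at day 10, 3762 at day 20, 2352 at day 25, 3037 for prolonged against 8 h E2 and 24 for the trend. It gave 523 for D538G against WT in DMSO, 486 after E2 and 842 against prolonged E2. On simulated counts DESeq2 called 51 genes that had not been changed, and edgeR 9.

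Fitting only the libraries compared gave 21 genes for 8 h of E2 in WT, 3576 at day 10 and 2 at day 20 (IQSEC3 and MMP17). One fit of all 18 libraries gave 295 genes for D538G against WT in DMSO, 169 after E2 and 3137 against prolonged E2. Such a fit counts each clone more than once. Limma-voom with clone as a random effect gave 296, 147 and 872 genes for these comparisons. In DMSO 75% of the genes were higher in D538G, against 54.9% in the fit of all libraries and 38.5% with limma-voom, and after E2 60% against 47.9% and 42.2%.

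The replicate block, with pairs of libraries from the same clone, gave 527 genes for 8 h of E2 in WT, 9 in D538G and 17 for the interaction. It gave 5454, 8409, 7250 and 5750 at day 10, 15, 20 and 25, 8255 for prolonged E2 against DMSO and 6669 against 8 h E2. The block removes differences between clones from the spread, and it left the trend at 0 genes. It changed no camera call of the lists. For the list tests by fry it brought 7 results past the threshold that had not passed without it, as given with the lists. Under fry, GC and length offsets brought the difference of the responses (adjusted p = 0.0366) and the oestrogen list at day 15 (0.00605) and day 20 (0.00679) past it.

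GC and length offsets, added after seeing the data, gave 14 genes for 8 h of E2 in WT, 1310 at day 15, 571 at day 20, 146 at day 25, 1224 for prolonged E2 against DMSO and 388 against 8 h E2. They gave 32 genes for D538G against WT in DMSO, 15 of them among the 16. With the block and the offsets in the same fit the counts were 658 for 8 h of E2 in WT, 15 in D538G, 23 for the interaction, 4744 at day 10, 3951 at day 20, 3061 at day 25 and 3614 for prolonged against 8 h E2. With the offsets and all 18 libraries, the genotype counts were 355 in DMSO, 219 after E2 and 2315 against prolonged E2, and 57.5%, 56.6% and 51.1% of these were higher. Against prolonged E2, 66.7% were higher without offsets and 55.6% of 9 genes with them. The library batch as a term, also added later, gave 8 genes for D538G against WT after E2, and 16 in DMSO with 6 shared. These fits set 1 D538G library, that of clone 3, against WT, so they do not test the mutation apart from a batch.

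Leaving out each D538G replicate gave from 1 to 1151 genes for D538G against WT in DMSO, 1 to 142 after E2 and 0 to 12 against prolonged E2. The 0 was without clone 2, with 1985 at an unadjusted p below 0.05. The highest of each was without clone 3. For the interaction the range was 0 to 1 gene, with 191 to 200 at an unadjusted p below 0.05 in the fits with 0. For 8 h of E2 in D538G each such fit gave 0, with 87 to 184. The trend stayed at 0 genes without each day in turn, with 11.1%, 21.6%, 14.6% and 3.62% of the genes tested at an unadjusted p below 0.05 without day 10, 15, 20 and 25, against 11.4% with all days. Without day 25 this is fewer than the 5% that chance alone would give. Counts without a WT clone were not computed, since WT groups would have held 1 library.

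For the oestrogen list at 8 h of E2 in WT the median ranged from 0.7 to 0.97 without each WT clone, against 0.65. With fry the list's adjusted p was 0.175 for E2 in D538G (median 0.16) and 0.0712 for the difference of the responses (median -0.57). Over the camera settings the adjusted p was 1.02e-07 to 8.29e-07 and 1.41e-08 to 2.64e-08.

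Some directions reversed, all for results whose tests had not passed. PGR in the trend was 0 and became -0.02 with GC and length offsets and -0.01 with the block. The proliferation list at day 25 was 0.02, became -0.02 with the offsets, and ranged from -0.19 to 0.11 without each WT clone. Without each replicate its median ranged from -0.05 to 0.04 for the interaction, -0.01 to 0.2 for D538G against WT in DMSO and -0.32 to 0.02 for D538G against prolonged E2. In the same way ESR1 ranged from -0.33 to 0.27 for D538G against WT after E2, and PGR from -0.6 to 0.7 for D538G against prolonged E2.

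Of 142 alternatives for the other list results, 76 kept direction and side of the threshold. A further 54 had no test and kept their direction within the spread, 6 became weaker, 5 reversed and 1 moved. Of 526 alternatives for the named genes, 251 kept both, and 201 had no test and kept their direction within the spread. Of the others, 34 became stronger, 7 weaker, 28 moved by more than the spread and 5 reversed. The depth of 12322288 counts in D538G clone 2 sets the highest limit for 0 counts, 0.235 CPM.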

Other observations

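For prolonged E2 against DMSO, the tests of the genes lost with GC and length offsets, of those still called with them and of the genes outside the 8 h set were chosen only after the results had been seen, as was the test of the library split. The test of GC bias on all calls was written before, but the fit with block and offsets that it uses was added after seeing the data.

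Prolonged E2 changed 3858 genes against DMSO in WT, and GC or length bias between libraries may account for a part. In the blocked fit 47.2% of the 8255 calls remained when the offsets were added, and without a block 948 of the 3858 did. The genes lost with the offsets had a GC gap of 19.4 percentage points between falls and rises, which decides nothing because the correction itself chose them. A bias beyond the fitted trend, or an overcorrection by it, was not tested. The fitted trend itself is argued against as the cause for the 1224 genes that passed without a block after its removal. The 948 of them called both ways still had a median GC content of 52.8% in falls and 45.7% in rises. The correction chose these genes too, so this gap decides nothing either. Abundant genes taking more of the counts are argued against, since 3908 genes passed without the 20 most abundant genes, which held 5.3% to 8.74% of the counts. Of the genes called for 8 h of E2 with the block, 85.2% kept their direction at day 10 to 25. Simulations with unchanged prolonged libraries gave at most 65.7%, so the shared DMSO libraries alone are argued against as the source of this share. A shift by time in culture or a library batch was not simulated, so this share does not decide about either. For the 3660 called genes outside the 8 h set, time in culture or a library batch cannot be told apart from E2, since no DMSO library of day 10 to 25 was analysed here.

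Other splits of the samples were counted for the genotype comparisons. For D538G against WT in DMSO, 2 of the 10 splits of the 5 libraries gave as many genes as the real 16. The other one, 1056 genes, put D538G clone 3 with the WT clones and followed the library split by GC trend and RNA45S5. After E2 2 of the 10 splits gave as many, and the same regrouping gave 7 genes against 5. A genotype test within the split was not possible, since only 1 D538G clone lay on the WT side. For D538G against prolonged E2, 1 of the 10 splits, the real one, gave as many as 6 genes, and the others gave 0, with 145 to 1633 genes at an unadjusted p below 0.05 against 2405. With 10 splits no share under 0.05 can be reached. In D538G clone 3 alone, on the WT side of the library split, 16 of the 16 genes called in DMSO kept their direction, on the libraries that called them.

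The 16 genes called for D538G against WT in DMSO lay on 11 chromosomes. Copy number of whole chromosomes is argued against as their cause, since the largest absolute chromosome median was 0.16 and the smallest absolute log2 fold change of a called gene was 1.55. Chromosome medians still had an SD of 0.0831, above the highest of 1000 shuffles of genes over chromosomes, 0.0376. With GC and length offsets it was 0.0399 against 0.0285, so chromosome gains or losses may add small shifts. A GC or length bias of the fitted trend is argued against for 15 of the 16 called genes, which remained with the offsets. Differences between the clones that do not come from the mutation stay open.

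CCDC68 and NCKAP5 had at most 3 counts in every WT library and at least 30 in every D538G library, and no gene showed the reverse. These were chosen after their values were seen. Only 1 of the 10 splits of the 5 clones into 2 and 3, the real one, gave as many such genes. Of the other splits, 2 gave 1 gene each. B3GALNT1 was low in D538G clones 1 and 2 only, and LRCH2 in D538G clones 2 and 3 only. Every split that paired a WT clone with a D538G clone gave 0. Clonal isolation may therefore leave such genes among clones that all carry the mutation. It cannot be told apart from the mutation with 5 clones.

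The 8 h libraries split by GC trend and 45S pre-ribosomal RNA in a way that groups did not explain. D538G clone 3 had GC correlations of 0.557 and 0.42, within or above the WT range of 0.42 to 0.5, while clones 1 and 2 had at most 0.00777. A library batch is a candidate source, with 0.42 as the lowest value of clone 3. It cannot be told apart from a property of the clones, since the labels gave no batch and both libraries of each D538G clone fell on one side.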
